A study of Homo sapiens with 20 samples.

How the data were processed

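Chromatin immunoprecipitation followed by sequencing (ChIP-seq) was used to map H3K27me3, H3K36me3 and the methyltransferase EZH2 in 2 human cell lines, Karpas-422 (a B-cell non-Hodgkin lymphoma line) and K562 (a leukaemia line with erythroid features). The labels describe 20 samples in 12 groups. The 16 samples for histone marks form 8 groups of 2 replicates each, and the 4 EZH2 samples are single. Cells were labelled wild type (wt) or carried an EZH2 allele labelled CXCdel. Treatments in the labels were the EZH2 inhibitor GSK343 at 1 µM, a SETD2 inhibitor at 5 µM or 0.1% DMSO. Samples were grouped by their titles. In 4 samples titled H3K36me3 the antibody label reads H3K27me3, and 1 K562 sample carries a treatment label that names Karpas-422. The labels of the Karpas-422 CXCdel H3K27me3 samples titled DMSO give both GSK343 at 1 µM and 0.1% DMSO. So does the label of the Karpas-422 CXCdel EZH2 sample, whose title names no treatment. The titles were followed in each case.

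The deposited values were the positions of peaks, that is, chromosome, start and end, in 3 merged peak lists: H3K27me3 in wt Karpas-422, H3K36me3 in wt Karpas-422 and H3K27me3 in wt K562. The lists hold no height, enrichment or p-value per peak. Per the labels' protocols, Drosophila chromatin and a spike-in antibody were added to the histone ChIPs before immunoprecipitation. The aligner, the peak caller and its threshold were not stated, nor was the way in which replicates were merged. The Karpas-422 lists name no treatment, so each may hold DMSO samples alone or DMSO and SETD2 inhibitor samples together. The samples with CXCdel, GSK343 or EZH2 and the contrast of SETD2 inhibitor with DMSO were not analysed here, since none of the 3 lists holds them separately. A merged list has no spread between replicates, and its read depth is unknown. No interval or detection limit is therefore given for a peak.

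Every peak start was a multiple of 4 kb and every end closed a 4 kb window. Neighbouring peaks of a list lay at least 12 kb apart, so gaps of up to 8 kb appear to have been joined before deposition. Positions can be read to the nearest 4 kb at best. All computations used 4 kb windows on chromosomes 1 to 22 and X, from the first to the last window that any of the lists covered on a chromosome, which made 2948.4 Mb. No list had a peak on chromosome Y. Each list had 1 mitochondrial interval, which was kept out of all comparisons. Coordinates are printed counted from 1, with both ends included.

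The genome build was not stated. It was inferred by sliding the H3K36me3 list along the protein-coding genes of the NCBI RefSeq gene table for GRCh38.p14, by up to 2 Mb in either direction. The share of H3K36me3 length inside genes was highest at no offset on 23 of 23 chromosomes, and GRCh38 coordinates were used from there on. The table gave 19974 protein-coding genes. It carries no strand, so transcription start sites were unknown. The settings planned for promoters were replaced by the whole gene body, and a gene was counted as marked when peaks covered at least 50% of its length.

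Overlap was measured as the shared length of 2 lists. Its expected value came from circular shifts of the first list within each chromosome, which keep peak widths and spacing, with 10000 random draws and a two-sided permutation p-value. The smallest p-value those draws can give is 0.0002. The difference between the H3K27me3 lists in the share of their length inside H3K36me3 was tested by 100000 random sign flips of the per-chromosome differences, two-sided, with a smallest p-value of 1e-05. Chromosomes are blocks of the genome and not biological replicates, so these tests describe the lists and not variation between cultures. Genes were compared by Fisher's exact test, two-sided, and by 200 circular shifts of the H3K27me3 list, with a smallest p-value of 0.00995. The shifts for genes were added after the data were seen, because genes in one peak are not independent. For the gene lists any overlap with the gene was counted, with 50% of the gene as an alternative added later. The 4 gene lists, of B-cell, erythroid, housekeeping and developmental genes, were fixed before the data were examined, as were the tests of overlap, of nearby peaks and of the difference between the H3K27me3 lists. The tests over gene bodies and gene lists were planned for promoters and changed after the data were seen, as described above. Of the 46 alternatives counted as able to change a tested result, 23 were planned and 23 were added after the lists were seen. The planned ones include gene body settings of 1 bp, 25% of the length and genes of at least 10 kb. The change from promoters to gene bodies, and the shifts that test these settings, came after the data were seen. Peaks were named by a fixed rule: the 5 widest peaks of each list with up to 5 protein-coding genes by overlap, and the 3 widest H3K27me3 peaks of each line that shared no base with the other line's list. A few items under this rule or in the gene lists are not reported here, although the counts and tests include them. Benjamini-Hochberg adjustment covered the 7 main tests.

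Alternatives were random placement of each peak (1000 draws), shifting the second list, counting peaks instead of length, width and joining limits, the autosomes alone, gene windows alone, other distances and other gene thresholds. Alternatives chosen after the lists were seen included a width of 16 kb, joining across 24 kb, removal of stretches of at least 1 Mb that no list covers, removal of long stretches empty in one H3K27me3 list, and reduction of the Karpas-422 H3K27me3 list to the K562 length on each chromosome. The closing section gives their effect. The circular shifts were tested on simulated lists, in which peaks of the H3K36me3 widths were placed uniformly at random on each chromosome. Real H3K36me3 peaks are concentrated in genes, so the rates below do not cover that feature of the data. Among 100 simulations without an effect 3% gave a p-value under 0.05, and all of 100 simulations with a planted depletion did, with a recovered mean ratio of 0.420 against a planted 0.422. Sign flips were tested separately on independent normal values, not on peak lists. A p-value under 0.05 came in 5.8% of 500 simulations without an effect and in 99% of 500 with a mean of 1 SD. Python 3.11.15 was used with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.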

Results

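The series addressed how a mutation of EZH2 and inhibition of SETD2 change the spread of H3K27me3. EZH2 is the catalytic subunit of Polycomb repressive complex 2, which methylates H3K27 at repressed loci. SETD2 places H3K36me3 over the bodies of transcribed genes. The 3 peak lists analysed were merges from the lines labelled wt: H3K27me3 in Karpas-422, H3K36me3 in Karpas-422 and H3K27me3 in K562. They describe the background labelled wt, on which the mutation and the inhibitors were studied. That label sets these cells apart from CXCdel, and the EZH2 sequence of the lines was not examined. The labels give 2 samples for wt H3K27me3 in K562. For each mark in wt Karpas-422 they give 4 samples, namely 2 with DMSO and 2 with the SETD2 inhibitor. Which of the Karpas-422 samples entered a list was not stated, and this limit applies to every Karpas-422 value below. With merged lists there were no replicate values, and read depth was unknown.

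The first question was how much of the genome each list covered. The Karpas-422 H3K27me3 list held 9679 peaks with a median width of 60 kb (quartiles 32 and 128 kb), which covered 1112 Mb or 37.7% of the span of the lists. The K562 H3K27me3 list held 8158 peaks with a median width of 36 kb (quartiles 16 and 100 kb), which covered 655.6 Mb or 22.2%. The Karpas-422 H3K36me3 list held 5768 peaks with a median width of 48 kb (quartiles 24 and 100 kb), which covered 424.5 Mb or 14.4%. H3K27me3 thus covered 1.70 times as much sequence in Karpas-422 as in K562. Peaks wider than 1 Mb numbered 61 in the Karpas-422 H3K27me3 list and 1 in the K562 list. Covered length moved most when peaks within 24 kb were joined, to 1161 Mb for Karpas-422 H3K27me3 and 690.1 Mb for K562. Because depth and calling threshold were unknown, the ratio between lines describes the lists and was not tested.

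Coverage varied among chromosomes. In Karpas-422, H3K27me3 covered between 21.4% of chromosome X and 63.96% of chromosome 14, with 53.7% on chromosome 20 as the next highest. In K562 the range was 14.6% on chromosome 4 to 34.2% on chromosome 22. The ratio of Karpas-422 to K562 coverage had a median of 1.61 over 23 chromosomes, and was 3.69 on chromosome 14 against 2.14 on chromosome 9, the next highest. H3K36me3 ranged from 8.26% on chromosome X to 33.0% on chromosome 19. Protein-coding gene windows held 92.4% of the H3K36me3 length, between 88.0% and 94.9% by chromosome, against 44.6% of the whole span. The corresponding shares were 43.3% for Karpas-422 H3K27me3 and 47.1% for K562 H3K27me3.

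**Figure D1:**
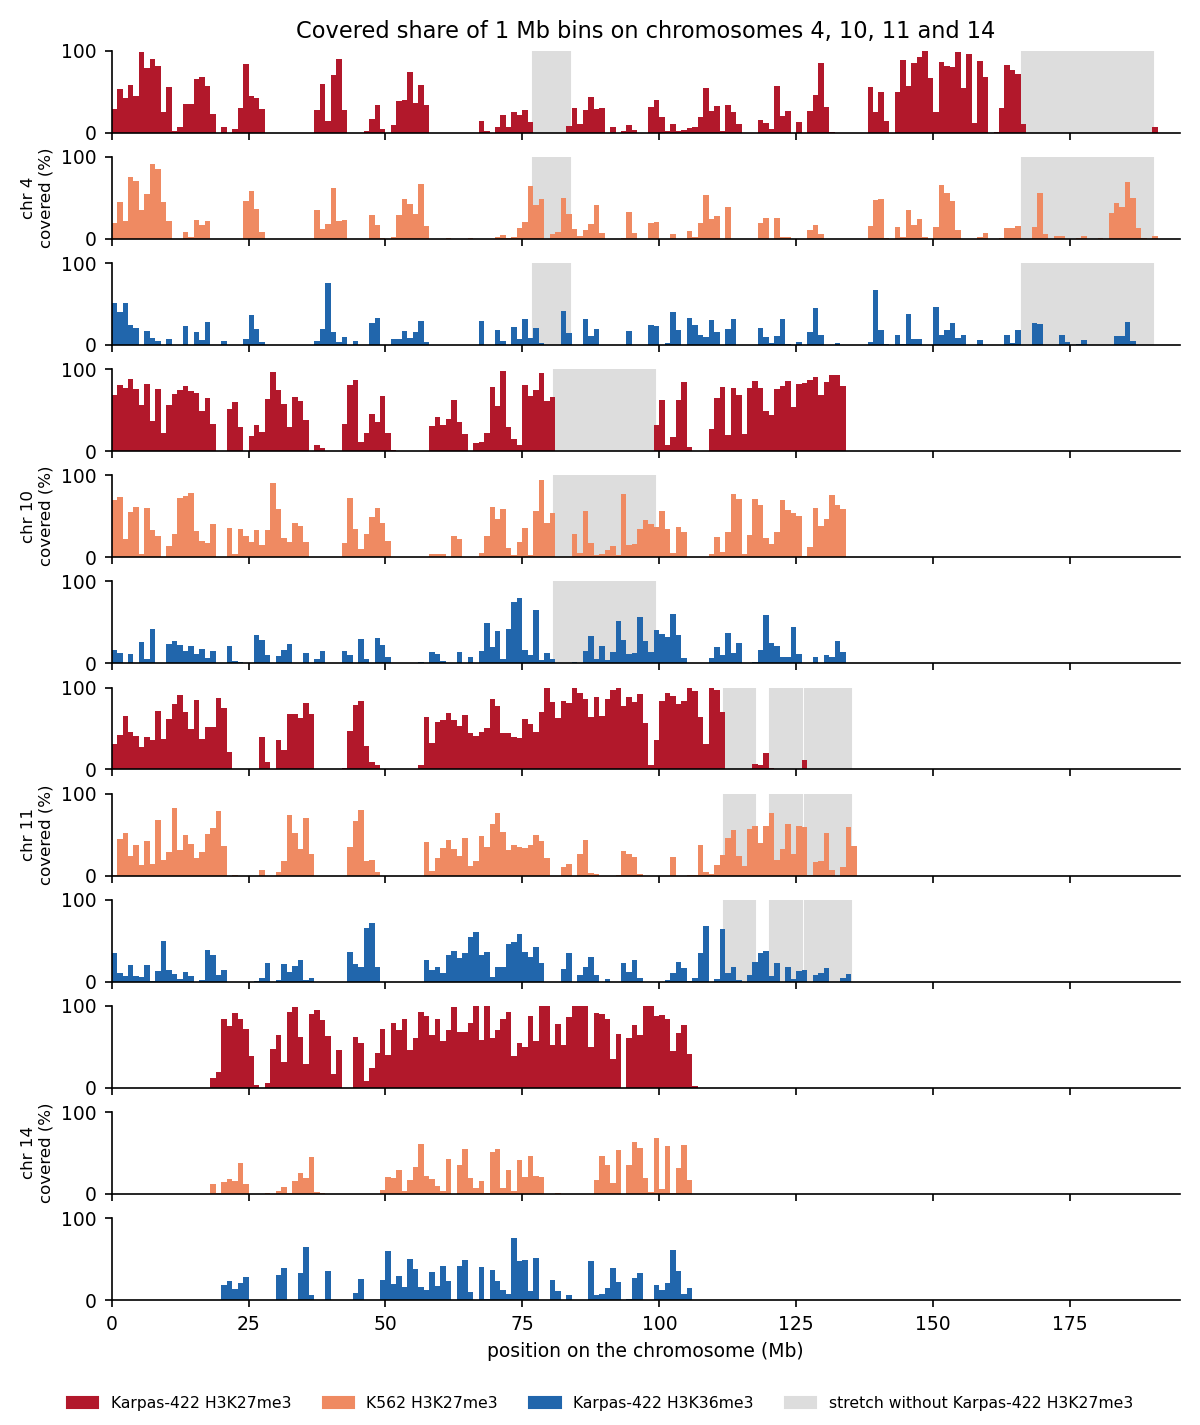
Covered share (%) of 1 Mb bins along chromosomes 4, 10, 11 and 14 (position in Mb) for Karpas-422 H3K27me3 (dark red), K562 H3K27me3 (orange) and Karpas-422 H3K36me3 (blue). Grey bands are the 6 stretches of at least 4 Mb without a Karpas-422 H3K27me3 peak in which K562 H3K27me3 covered at least 10%, and chromosome 14 shows the 63.96% coverage in Karpas-422 against 17.3% in K562.

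The widest Karpas-422 H3K27me3 peak lay on chromosome 14 (83808001 to 87012000, GRCh38, 3204 kb) and included FLRT2. It shared no window with either other list. The next in width were on chromosome 14 at 77832001 to 80468000 (2636 kb, with NRXN3, ADCK1 and DIO2) and at 96976001 to 99392000 (2416 kb, with BCL11B). The remaining peaks among the 5 widest were on chromosome 11 at 83288001 to 85648000 (2360 kb, with DLG2) and on chromosome 3 at 191492001 to 193548000 (2056 kb, with FGF12). The 5 widest K562 H3K27me3 peaks measured 1028, 992, 980, 960 and 940 kb. They touched GLI2 on chromosome 2, TAFA5 on chromosome 22, RPS24 on chromosome 10, COL5A1 and OLFM1 on chromosome 9, and PITPNM3 and WSCD1 on chromosome 17. Karpas-422 H3K27me3 covered 96.8% of the TAFA5 peak and 100% of the other 4.

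The 5 widest H3K36me3 peaks measured between 584 and 652 kb. The widest, on chromosome 3 at 188152001 to 188804000, lay in LPP, and 81.0% of it was also covered by Karpas-422 H3K27me3. The others were on chromosome 5 at 131156001 to 131796000 (RAPGEF6, CDC42SE2, FNIP1, LYRM7 and HINT1), on chromosome 3 at 70952001 to 71588000 (FOXP1), on chromosome 2 at 99536001 to 100144000 (AFF3) and on chromosome 7 at 90588001 to 91172000 (CDK14). Karpas-422 H3K27me3 covered 1.32% of the AFF3 peak and none of the other 3. K562 H3K27me3 covered 63.2% of the AFF3 peak.

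Whether H3K27me3 and H3K36me3 occupied separate sequence within one line was asked next. In Karpas-422 the lists shared 16.08 Mb, against 167.8 ± 4.36 Mb (SD of 10000 circular shifts), a ratio of 0.0958. Shifted lists gave ratios between 0.950 and 1.05 in their central 95%. The permutation p-value was 0.0002, the smallest the shifts can give, and the ratio was below 1 on 23 of 23 chromosomes, from 0.0267 on chromosome 15 to 0.170 on chromosome 3. The shared windows made up 1.45% of the H3K27me3 length and 3.79% of the H3K36me3 length. Of the 9679 H3K27me3 peaks, 757 (7.82%) shared at least 1 window with H3K36me3, which was 0.284 of the number after shifts, and this count was the alternative that moved the ratio most. The number with at least 50% of their length shared was 187. Over the 7 main tests, the largest Benjamini-Hochberg adjusted p-value was 0.00995.

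Across the lines, H3K27me3 of Karpas-422 and K562 shared 526.6 Mb, against 255.2 ± 7.73 Mb (SD of 10000 circular shifts), a ratio of 2.06. The permutation p-value was again the smallest possible, 0.0002, and the ratio exceeded 1 on 23 of 23 chromosomes, from 1.497 on chromosome 14 to 3.11 on chromosome 21. The shared windows were 80.3% of the K562 H3K27me3 length and 47.3% of the Karpas-422 length. By peaks, 6741 K562 peaks (82.6%) touched a Karpas-422 peak, and 5297 Karpas-422 peaks (54.7%) touched a K562 peak.

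After the chromosome 14 peak with FLRT2, the next widest Karpas-422 H3K27me3 peak without a K562 counterpart lay on chromosome 11 at 90224001 to 91332000 (1108 kb, no protein-coding gene). The FLRT2 peak fell in a stretch of 6.60 Mb on chromosome 14, from 81576001 to 88180000, that held no K562 H3K27me3 peak. The widest K562 peaks without a Karpas-422 counterpart lay on chromosome 4 at 183716001 to 184264000 (548 kb, with STOX2 and ENPP6), on chromosome 2 at 15644001 to 16132000 (488 kb, with MYCN) and on chromosome 4 at 185428001 to 185840000 (412 kb, with SORBS2, PDLIM3, CCDC110 and CFAP96). Both chromosome 4 peaks fell in a stretch of 23.9 Mb, from 166200001 to 190104000, that held no Karpas-422 H3K27me3 peak at all.

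K562 H3K27me3 was compared with Karpas-422 H3K36me3 to give a reference across lines for the separation of the marks. These lists shared 31.86 Mb, against 98.63 ± 3.24 Mb (SD of 10000 circular shifts), a ratio of 0.323. The permutation p-value was 0.0002, the smallest possible, and the ratio was below 1 on 23 of 23 chromosomes, from 0.191 on chromosome 19 to 0.650 on chromosome X. H3K36me3 of Karpas-422 covered 4.86% of the K562 H3K27me3 length and 1.45% of the Karpas-422 H3K27me3 length, a difference of 3.41 percentage points. The mean of the per-chromosome differences was 3.32 ± 1.27 points (SD over 23 chromosomes), K562 was higher on 23 of 23, and the permutation p-value by sign flips was 1e-05, the smallest they can give. When peaks were counted in place of length, the difference was 3.996 points over all peaks, but the mean over chromosomes was 2.53 ± 5.41 points (SD). K562 was then higher on 17 of 23 chromosomes, and the permutation p-value of that mean was 0.0361.

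**Figure D2:**
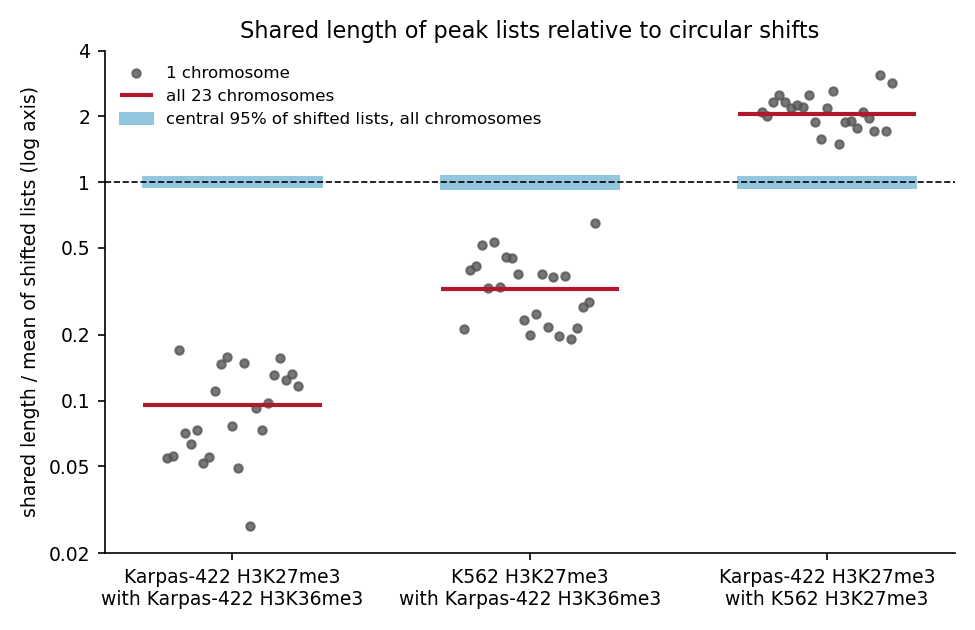
Shared length of each pair of peak lists divided by its mean over 10000 circular shifts (log axis), for each of 23 chromosomes (grey points, in chromosome order) and all of them together (red line). The blue band is the central 95% of the shifted lists, and the ratios of 0.0958, 0.323 and 2.06 lie outside it.

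Spacing between the marks was examined next, and cannot by itself show spreading, since no treatment or genotype was compared. It was measured as the number of H3K27me3 peaks that shared no window with an H3K36me3 peak but lay within 10 kb of one. In Karpas-422 there were 3288 such peaks, or 34.0% of the list, against 2.84% after circular shifts, a ratio of 11.96 (permutation p-value 0.0002, the smallest possible). The ratio was above 1 on 23 of 23 chromosomes, between 9.03 and 22.8. It was 4.50 at a distance of 50 kb, the alternative that moved it most, and 14.6 at 5 kb. Without stretches of at least 1 Mb that no list covers, the ratio was 9.62. Circular shifts can move peaks into such stretches and do not keep them near genes. Among the 8922 peaks that shared no window, 36.9% lay within 10 kb, against 3.92 ± 0.256% (SD) after shifts. By distance, 1453 peaks (15.0%) directly adjoined an H3K36me3 window, 1303 (13.5%) were 4 kb away and 532 (5.50%) were 8 kb away. For K562 H3K27me3 peaks against Karpas-422 H3K36me3, a comparison added after the lists were seen, 2438 peaks (29.9%) lay within 10 kb, against 3.27% after shifts, a ratio of 9.13 (permutation p-value 0.0002, the smallest possible).

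**Figure D3:**
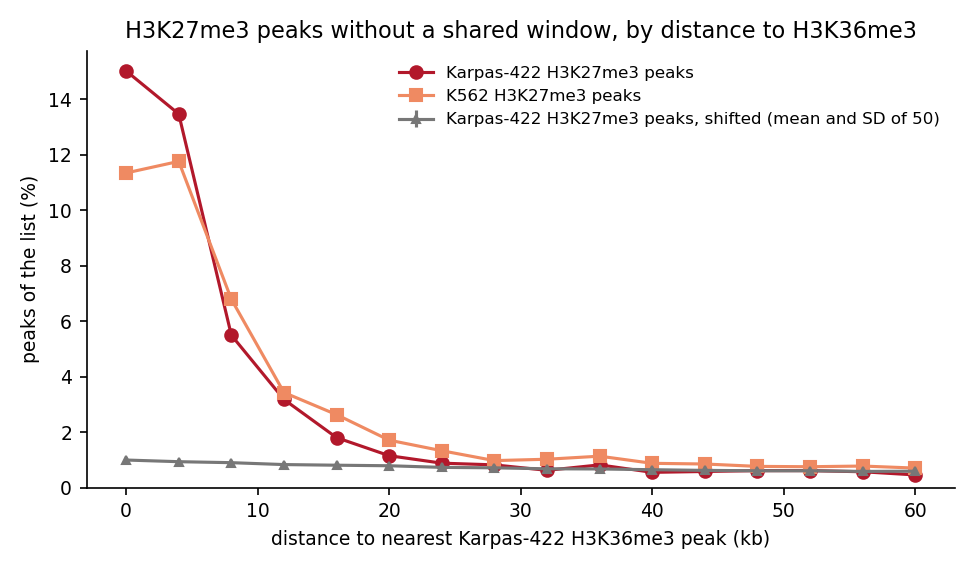
H3K27me3 peaks that share no window with Karpas-422 H3K36me3, as a share (%) of all H3K27me3 peaks of the line, by distance in kb to the nearest H3K36me3 peak, with the Karpas-422 list after 50 circular shifts (grey, mean and SD, bars mostly smaller than the symbols). At 0 kb the share of all peaks is 15.0% in Karpas-422 and 11.3% in K562, against 1.00% after shifts.

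Gene bodies gave the same separation of the marks at the level of genes. Of 19974 protein-coding genes, 7108 (35.6%) had at least 50% of their length in Karpas-422 H3K27me3 and 8633 (43.2%) in H3K36me3. Both marks passed that limit in 438 genes, against 3508 ± 126 genes (SD) after 200 circular shifts of the H3K27me3 list (permutation p-value 0.00995, the smallest those shifts can give). The odds ratio was 0.0374, and it was 0.146 when a single shared base counted as marked. Neighbouring genes fall in the same peaks, so the p-value of Fisher's exact test, which treats genes as independent and underflowed, is not given. H3K27me3 marked 4885 genes in K562 and 3905 in both lines, with an odds ratio of 14.8. It marked 3203 genes in Karpas-422 alone and 980 in K562 alone. H3K36me3 marked 36.02% of those 980 genes in Karpas-422, against 66.0% of the 11886 genes without H3K27me3 in either line.

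Gene lists fixed in advance were used to ask whether H3K27me3 differed between the lines at genes of the B-cell and erythroid lineages. Any overlap with the gene was counted. Of 15 B-cell genes, 9 overlapped H3K27me3 in K562 and 3 in Karpas-422, and all 3 also did so in K562. The 6 genes with H3K27me3 in K562 alone were PAX5, MS4A1, CD22, BLK, EBF1 and BLNK. Of 15 erythroid genes, 10 overlapped H3K27me3 in Karpas-422 and 2 in K562. The 8 with H3K27me3 in Karpas-422 alone included GATA1, TAL1, KLF1, EPOR, NFE2, GFI1B and RHAG, and SLC4A1 and ANK1 overlapped it in both lines. The lists therefore split 0 to 6 and 8 to 0 among genes with H3K27me3 in Karpas-422 alone or in K562 alone. Fisher's exact test gave a p-value of 0.000333, and the log2 odds ratio was 7.79. With counts of 0 an odds ratio has no finite value, so the size of 7.79 rests on a constant added to the counts. With at least 50% of the gene covered, the split was 1 to 6 and 7 to 0, but some of the genes changed. MS4A1 and EBF1, covered to 27.9% and 22.8% in K562, left the genes with H3K27me3 in K562 alone. CD79B and CIITA, covered to 100% and 70.0% there, entered. EPOR, covered to 4.42% in Karpas-422, was among the erythroid genes that left, and ANK1 entered. The B-cell gene with H3K27me3 in Karpas-422 alone was then POU2AF1, covered to 100% in Karpas-422 and to 12.1% in K562. At that limit the log2 odds ratio, which rests on the same kind of constant, was 6.02 and the p-value of Fisher's exact test was 0.00466.

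H3K36me3 overlapped 15 of 15 B-cell genes and 2 erythroid genes, KLF1 and EPOR, in Karpas-422. POU2AF1 and KLF1 were covered to 100% by both Karpas-422 lists. CD79B and CIITA, the other B-cell genes with any Karpas-422 H3K27me3, had 9.21% and 12.8% of their length covered. Some erythroid genes of the list, HBG1 among them, have near-identical paralogs, so the assignment of reads to them is uncertain. At short genes a single 4 kb window can hold a neighbouring gene as well. All 12 housekeeping genes overlapped H3K36me3 and none overlapped H3K27me3 in either line. All 12 developmental genes overlapped H3K27me3 in Karpas-422 and none overlapped H3K36me3. In K562, 9 of the 12 overlapped H3K27me3, and those that did not included HOXB9 and HOXC9.

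**Figure D4:**
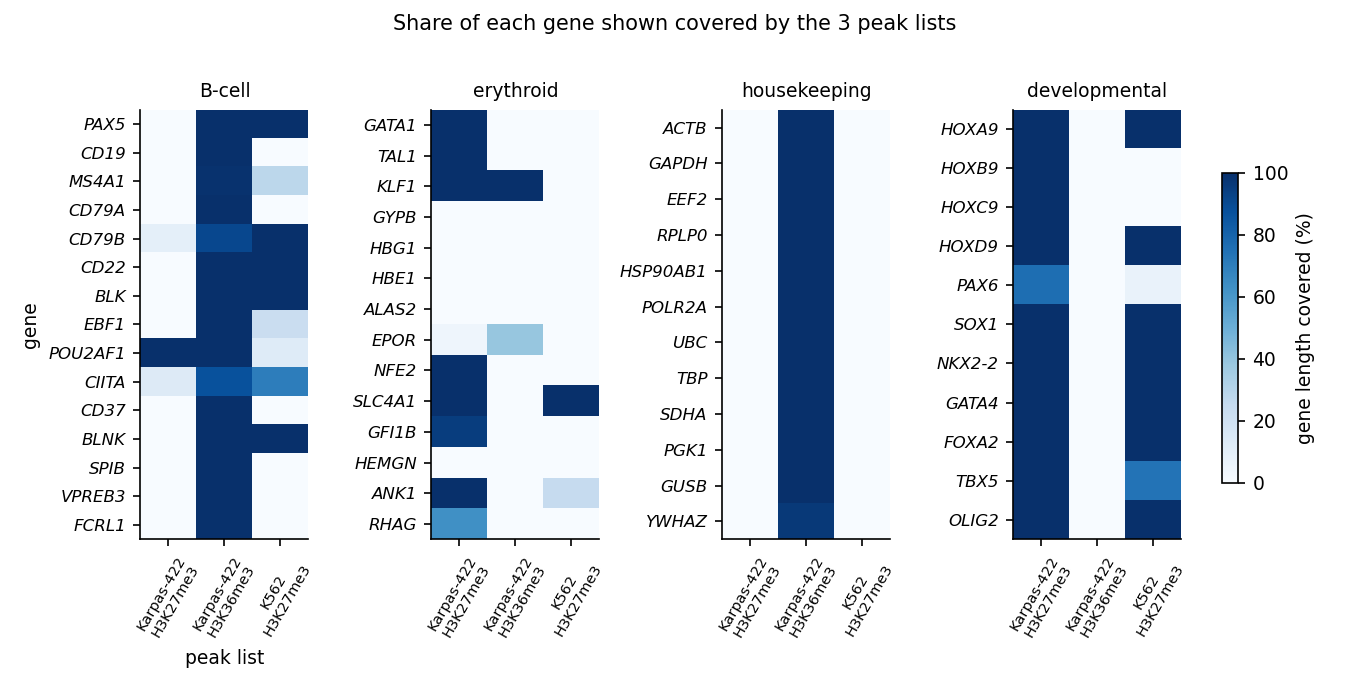
Share (%) of the length of genes of the 4 fixed gene lists that the 3 peak lists cover, for the genes shown, from 0 (white) to 100 (dark blue). H3K36me3 covers the housekeeping and B-cell genes, and H3K27me3 of Karpas-422 covers the developmental genes and overlaps most of the erythroid genes shown.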

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

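The test of list length and the test of a preference for genes with H3K36me3 in this part were chosen only after the result was seen, and the remaining ones before.

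H3K36me3 of Karpas-422 covered 4.86% of K562 H3K27me3 and 1.45% of Karpas-422 H3K27me3. The 3.41 percentage points between them drew attention because the difference between the lines was itself tested, by sign flips over 23 chromosomes, and held on 23 of 23 (mean 3.32 ± 1.27 points, permutation p-value 1e-05, the smallest possible). The ratios to circular shifts (0.323 against 0.0958) restate these shares and do not test the smaller covered length of the K562 list. For that, the Karpas-422 list was reduced to the K562 length on each chromosome. The difference was 3.73 points with its widest peaks kept (higher on 23 of 23 chromosomes) and 3.34 points with its narrowest peaks kept (22 of 23), with a permutation p-value of 1e-05, the smallest possible, in both. The whole Karpas-422 H3K27me3 list held 4021 windows with H3K36me3, against 7964 in K562. No part of it with the K562 length could therefore reach the pooled K562 share, and the reduction cannot decide on covered length. A threshold on peak height also stays open, because the lists hold no heights. Of the 7964 K562 H3K27me3 windows with H3K36me3, 6694 had H3K27me3 in K562 alone. Windows with H3K27me3 in both lines carried H3K36me3 in 0.965% of cases. Karpas-422 H3K27me3 is itself depleted of H3K36me3 from the same line. A list lying partly outside it can therefore give a difference of this sign, and the sign flips cannot tell this from a property of K562. Some of the extra overlap could come from genes silenced in K562 and active in Karpas-422. Of the 980 genes marked by H3K27me3 in K562 alone, 353 were also marked by H3K36me3 in Karpas-422. Among them, PAX5, CD22, BLK and BLNK were covered to 100% by both. Genes with these marks therefore hold some of the overlap, although expression was not measured. Windows with H3K27me3 in K562 alone carried H3K36me3 in 20.8% of cases, against 22.4% of windows with H3K27me3 in neither line. The mean difference over chromosomes was -0.178 ± 11.3 points (SD, permutation p-value 0.944), so neither an excess nor a deficit was seen. This comparison asks for an excess and cannot decide how much of the overlap such genes hold, which stays open. Within gene windows the mean difference between K562 alone and neither line was -12.1 ± 12.2 points (permutation p-value 0.00014). It was lower on 18 of 23 chromosomes. A preference of K562 H3K27me3 for genes with H3K36me3 in Karpas-422 was thus not seen against this reference. The reference can include genes active in both lines, so the test cannot exclude such a preference among genes silent in K562. These values are consistent with H3K27me3 in K562 alone lying in sequence that carries H3K36me3 at most as often as other sequence free of H3K27me3 in Karpas-422, which is offered as a hypothesis. The depth and calling threshold of each list are unknown, cell line and list cannot be separated with 1 list per line, and neither was tested.

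Each of the 3 lists contained 1 mitochondrial interval of 16000 bp, although mitochondrial DNA carries no histones. It stood out because it lies outside the nuclear comparisons and no control list was used here to set a background. Mitochondrial DNA sequence in the libraries is a candidate source. If such reads were also spread over nuclear copies, pseudogenes of mitochondrial genes would be covered more often than other pseudogenes. They were not: 36.1% of 466 such pseudogenes against 39.6% of 16198 others were covered in the Karpas-422 H3K27me3 list, 6.87% against 15.9% in the H3K36me3 list and 27.04% against 28.3% in the K562 list. The highest percentile among 10000 draws of other pseudogenes was 26.1. Reads that map to the mitochondrial genome alone would leave the pseudogenes untouched, so this source cannot be told apart from others, such as a window of high copy number passing the caller without a control. No biological explanation was tested.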

How the results depend on the processing

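All 46 alternatives counted as informative for the 7 tested results kept their direction and stayed on the same side of 0.05, whether planned or chosen after seeing the data. Where the Karpas-422 list was reduced to the K562 length, the sign of the pooled difference was fixed in advance. The largest p-value among the 46 was 0.0361, from the permutation test of the difference between lines by number of peaks. The ratio for H3K27me3 and H3K36me3 in Karpas-422 ranged from 0.0759, without stretches of at least 1 Mb that no list covers, to 0.284 by peaks touched. The ratio between the H3K27me3 lists ranged from 1.43, by peaks touched, to 2.08. By shared length its lowest value was 1.62, without stretches of at least 1 Mb that no list covers, against 2.06 with them. The ratio for K562 H3K27me3 and Karpas-422 H3K36me3 ranged from 0.255 to 0.480. The ratio for nearby peaks ranged from 4.50 at 50 kb to 14.6 at 5 kb, the difference between lines from 3.15 to 3.996 percentage points by pooled share, and the odds ratio over gene bodies from 0.0184 to 0.146. The mean difference over chromosomes, which is what was tested, was 2.53 ± 5.41 points (SD) by number of peaks, its smallest value among these alternatives. The gene body alternatives were tested by 200 circular shifts each, with a permutation p-value of 0.00995, the smallest possible. Divided by the median odds ratio of the shifts, the odds ratio at 50% of the gene was 0.0345. The log2 odds ratio of the gene lists was 7.79 by any overlap and 6.02 at 50% of the gene. Both settings had a count of 0, so both sizes rest on a constant added to the counts.

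Covered length changed under both limits chosen after seeing the data, by construction. With peaks of at least 16 kb it was 1108 Mb for Karpas-422 H3K27me3, 417.5 Mb for H3K36me3 and 641.2 Mb for K562 H3K27me3. With peaks within 24 kb joined it was 1161, 442.0 and 690.1 Mb. In addition, 5 median widths rose and none fell, and each number of peaks stayed within 1.5 times its value.

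The planned limits of 1000 bp in width and 3000 bp for joining changed nothing, because the narrowest peak was 4 kb and the smallest gap 12 kb, and shifting the second list is the same comparison by construction. These say nothing about stability. Alternatives that need a score per peak, a promoter or separate replicates were not run. No paired analysis was possible because the lists are merges without values per replicate. The unknown depth limits the comparison of covered length between lines, since a deeper library or a looser threshold would widen a list.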

Other observations

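The tests of stretches without H3K27me3 and of chromosome 14 in this part were chosen only after the result was seen, and those of shared windows before.

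The windows in both Karpas-422 lists formed 866 runs with a median of 12 kb. Gaps joined by the peak caller could create them. Only 14.5% of the shared length lay in runs of at most 2 windows, the size of gap that was joined. This argues against single joined gaps for most of the length, but several joined gaps can chain into a longer run. Joining peaks within 24 kb raised the shared windows from 4021 to 7018, while Karpas-422 H3K27me3 windows rose from 278123 to 290195. Joining therefore stays open for the longer runs. Windows too coarse at peak edges could also create them, but 4.80% lay in 1-window runs at an edge of both peaks. The 18 runs longer than 100 kb held 21.0% of the shared length. The longest, on chromosome 10 at 77148001 to 77556000 (408 kb), lay in KCNMA1. The next lay in EPHB1 on chromosome 3 (268 kb), SYNE2 on chromosome 14 (252 kb) and LPP on chromosome 3 (232 kb). These genes were named because their runs were the longest. Long runs might reflect alleles or cells that differ in their marks, or lists that combine DMSO and SETD2 inhibitor samples. Neither was tested, and the lists name no treatment.

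In 6 stretches of at least 4 Mb, Karpas-422 had no H3K27me3 peak although K562 H3K27me3 covered between 14.1% and 46.1% of each. They lay on chromosomes 4, 10 and 11, with the longest at 166200001 to 190104000 on chromosome 4 (23.9 Mb) and 80816001 to 99296000 on chromosome 10 (18.48 Mb). Together they measured 69.3 Mb, or 2.35% of the span, and held 12.1% of the length with H3K27me3 in K562 alone. The 3 on chromosome 11 filled most of the region from 111836001 to 135056000. Loss of the DNA from the cell line is argued against by the 130 H3K36me3 peaks inside them. Fewer copies of the DNA in the cell line could lower every mark. The share of gene windows with H3K36me3 was 21.0%, against 34.8 ± 4.22% (SD) in 1000 random sets of stretches of the same lengths. That comparison favours stretches rich in genes. Against random sets matched to within 5 percentage points of the share of gene windows, it was 21.0% against 28.7 ± 4.79%, at percentile 4.7. With windows of K562 H3K27me3 also left out, since the stretches were chosen for them, the share was 25.03% against 34.4 ± 6.30%, at percentile 6.4. The matched tests fell on either side of percentile 5, so a lower copy number stays open and is not established. The opposite pattern, stretches empty in K562 with at least 10% coverage in Karpas-422, occurred 19 times on 11 chromosomes (114.8 Mb), and was not tested further. Without all of these stretches the ratio of H3K27me3 and H3K36me3 in Karpas-422 was 0.0946 and that between the H3K27me3 lists was 2.04. An input track or the genome sequence of the lines was not used here.

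Chromosome 14 had the highest H3K27me3 coverage in Karpas-422, 63.96% against a chromosome median of 39.7%, and 3 of the 5 widest peaks. In K562 its coverage was 17.3% against a median of 22.2%. More copies of chromosome 14 in the cell line might raise both marks. After the share of gene windows was fitted out, chromosome 14 ranked 4 of 23 by the share of gene windows with H3K36me3, with a residual of 5.65 points against an SD of 4.73. It was neither the highest nor in the lower part, so a gain in copy number and a change in the mark alone cannot be told apart from these lists.

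H3K27me3 peaks of K562 lay close to Karpas-422 H3K36me3 peaks nearly as often as those of Karpas-422 did, 29.9% against 34.0% within 10 kb. The difference was not tested. Boundaries between the marks at the same places in both lines would give this, and no biological explanation was tested.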
